A study of Homo sapiens with 9 samples. Its data were reported in "STAT3 Targets Suggest Mechanisms of Aggressive Tumorigenesis in Diffuse Large B-Cell Lymphoma" (2013).

How the data were processed

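Polyadenylated RNA of DLBCL cell lines was sequenced by the authors as single-end reads from unpaired cultures, 2 biological replicates per line. According to the paper's methods and the submitters' processing notes, the authors mapped the reads to the human genome build hg19 with Bowtie (0.9.9.3), intersected them with RefSeq gene coordinates, summed the 2 replicates of each line and divided the counts by one DESeq size factor per line. The notes used here do not say that strand was used in counting, so reads of a gene and of an overlapping antisense gene cannot be separated. The deposited values per line are therefore a signal, counts divided by a size factor, and are called normalized counts here. The authors also deposited a table of their DESeq comparison with the mean of each subtype, the fold (a ratio of the GCB mean to the ABC mean), the log2 of that ratio, and a p-value with its Benjamini-Hochberg adjusted FDR. The deposited means equal the means of the per-line values within 0.0075. The authors' fold was checked and is GCB over ABC for 100% of genes, so folds here, ABC over GCB, have the opposite sign on a log scale.

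Subtypes were taken from the sample labels, 4 ABC lines and 4 GCB lines. A further line with another label, OCI-Ly19, is not analysed here. Line numbers only name samples and pair nothing. Medium was IMDM with 55 µM beta-mercaptoethanol for OCI-Ly10 and OCI-Ly3 and RPMI for the rest, with 15% serum in all.

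Whole reads could be recovered from the deposited values, because 100% of them were whole multiples of one step per line within 0.1 read. One read was worth between 0.6149 normalized counts (SU-DHL10) and 1.8373 (U-2932). The recovered depth was 44555433 reads for OCI-Ly10, 26727987 for OCI-Ly3, 43879234 for SU-DHL2, 15231005 for U-2932, 29995545 for OCI-Ly7, 54004804 for SU-DHL10, 17930255 for SU-DHL4 and 29744502 for SU-DHL6. The 100 most abundant genes took 12.6% to 16.5% of the reads in 7 lines and 25.5% in OCI-Ly3. Ratios against a subtype with 1 to 3 reads carry a 95% counting interval, and against no read a floor of 3 reads over the subtype. Intervals and floors cover counting error only, since reads without molecular identifiers are not independent molecules.

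All choices in this paragraph were made before the data were examined. The main test was limma (3.58.1, in R 4.3.3; lmFit and eBayes with an intensity trend) on log2(normalized count + 4), subtype only, over genes with a mean of at least 10 normalized counts over the 8 lines. Genes with a Benjamini-Hochberg adjusted p under 0.05 were called. A fold on this scale understates the change of genes with low counts. Lists of genes were tested with camera at a preset correlation of 0.01 where at least 5 members were tested, adjusted over lists, and again with an estimated correlation. Camera compares a list with the other genes and its preset correlation assumes that members vary almost independently. Adjustment over the list alone used the limma p-values of its members. The 26 lists were the study's ABC signature, GCB signature and other named genes, JAK-STAT components, NF-kB targets, interferon-stimulated genes, germinal center genes, plasma cell genes, B-cell receptor signaling, B-cell lineage, MHC class II, MHC class I, chemokines, interleukins, BCL2 family, cell cycle, growth factors with angiogenesis and hypoxia, adhesion, T and NK cell markers, myeloid markers, epithelial and stromal markers, olfactory and taste receptors, keratin-associated proteins with beta-defensins, histones, ribosomal proteins and oxidative phosphorylation. TNFRSF13B stands on the list of other named genes in error, since the study does not name it, and MZB1 was not found in the table under that symbol. Line similarity was the mean Pearson correlation within minus between subtypes, with an exact permutation test over 35 splits. Detected genes had at least 5 normalized counts and were compared with an exact permutation test over 70 arrangements. Named genes were STAT3, the genes of the study's lists, the 10 largest folds in each direction among called genes with no overlap between subtypes and a mean of at least 100 normalized counts in the higher subtype (leaving out unnamed loci), up to 4 members of each list with the smallest p plus members against its direction (1 such gene is not reported here), and the 5 most abundant of the authors' calls carried by 1 line.

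Alternatives were pseudocounts of 1 and 16, no filter and a minimum mean of 100, TMM, upper quartile and quantile scaling, a robust empirical Bayes step, edgeR (4.0.16, quasi-likelihood) and DESeq2 (1.42.0, Wald test) on the recovered reads from the deposited values, each line left out in turn, and the RPMI lines alone. Fits of edgeR and DESeq2 without OCI-Ly3 were added after the data were seen, as was a test of medium in which genes were chosen by the gap between 2 ABC and 2 GCB lines and measured in the other 4 lines. The main test called 164 genes, edgeR 21 and DESeq2 1143. The tests were run on simulated data for 14683 genes with known changes in 4 lines against 4. Limma recovered 26% of 4-fold changes, 88% of 16-fold, 98% of 64-fold and 100% of 256-fold changes. Unchanged genes made up 6.0% of its calls, 4.7% of those of edgeR and 28.8% of those of DESeq2. Each simulated gene had only the spread typical of its level, with no single line standing apart, and only genes with a mean of at least 100 were changed. In the simulation edgeR recovered 98% of 16-fold changes, more than limma, whereas on the real data it called fewer genes. The simulated shares therefore cannot be carried over to the real calls. Python (3.11.15), NumPy (2.4.6), pandas (2.3.3), SciPy (1.17.1) and Matplotlib (3.10.9) were used for the other values, with Wilson intervals for shares. Those intervals treat genes as independent draws and do not cover the spread between lines. Coordinates and exon lengths are from the GENCODE annotation of GRCh37, the build that hg19 names.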

Results

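The data are read counts per gene from polyadenylated RNA of cell lines grown from diffuse large B-cell lymphoma (DLBCL), a tumor of mature B cells. The activated B-cell-like (ABC) subtype was represented by 4 lines, OCI-Ly10, OCI-Ly3, SU-DHL2 and U-2932. The germinal center B-cell-like (GCB) subtype was represented by 4 lines, OCI-Ly7, SU-DHL10, SU-DHL4 and SU-DHL6. Each line had one column of values, the sum of 2 cultures, so the line was the replicate (n = 4 per subtype). P-values of limma, edgeR, DESeq2 and the permutation tests below rest on these lines as units. Those of camera rank the genes of a list against other genes, so small values with the preset correlation are not evidence from replicate lines. The reads per line ranged from 15231005 in U-2932 to 54004804 in SU-DHL10, and the totals of the subtypes overlapped, with at most 44555433 in ABC and at least 17930255 in GCB. The table held 22156 genes, of which 1164 had no read in any of the 8 lines. OCI-Ly10 and OCI-Ly3 were grown in IMDM and the other 6 lines in RPMI, so the IMDM lines were all ABC. By the paper's methods, OCI-Ly10, OCI-Ly3 and SU-DHL2 came from another laboratory, and U-2932 and all GCB lines from a cell collection. Source and subtype therefore nearly coincide and cannot be separated here.

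The first question was how expression of STAT3 and of its signaling pathway differed between the subtypes. STAT3, a transcription factor switched on by tyrosine phosphorylation downstream of cytokine receptors, lies on chromosome 17 from 40465342 to 40540558 on the minus strand of GRCh37. It averaged 17244.5 ± 15265.4 normalized counts (SD, n = 4) in the ABC lines and 1910.5 ± 719.4 (SD, n = 4) in the GCB lines, a 9.03-fold higher mean, and each ABC line lay above each GCB line. SOCS3 and SOCS2, feedback inhibitors of cytokine signaling, and PIM2, a survival kinase, rose in ABC. SOCS3 (chromosome 17, 76352859 to 76356158) averaged 1038.6 ± 1275.3 (SD, n = 4) in ABC and 0.8 ± 0.7 (SD, n = 4) in GCB, where all 4 lines together held 3 reads, which gives a ratio of 1248 with a 95% counting interval of 500.2 to 7089. PIM2 averaged 16927.2 ± 9412.2 (SD, n = 4) against 1377.6 ± 406.9 (SD, n = 4), 12.3-fold higher (limma adjusted p = 0.00865). PTPN1, a tyrosine phosphatase that acts on Janus kinases, was 8.19-fold higher (limma adjusted p = 0.0157). SOCS2 stood at 40.3 ± 11.1 (SD, n = 4) normalized counts in ABC against a single read over the GCB lines, a ratio of 264 with a 95% counting interval of 30.5 to 6715. PTPN1 lost its call without OCI-Ly10 (0.0504) or SU-DHL10 (0.0505), and SOCS2 without any line but U-2932 (at most 0.0858, without SU-DHL4). The STAT3 difference itself, a log2 fold change of 2.78 ± 0.61 (SE), missed the threshold over all genes with limma (adjusted p = 0.0747) and passed it when adjusted over the list alone (adjusted p = 0.00666). The authors' deposited table gives STAT3 an FDR of 1.39e-07. Over the alternatives the adjusted p of STAT3 ran from 5.04e-05 to 0.294, and it passed with DESeq2 (6.76e-05) and, with limma, without U-2932 (0.0244), the ABC line with the least STAT3. Of the 31 JAK-STAT components, 4 rose (SOCS3, SOCS2, PIM2 and PTPN1), none fell and 22 had a positive log2 fold change, while 9 rose and none fell adjusted over the list alone. JAK3, the kinase of the common gamma-chain receptors, averaged 3476.2 ± 3355.1 (SD, n = 4) in ABC and 1212.7 ± 920.8 (SD, n = 4) in GCB and did not pass (limma adjusted p = 0.547). The list ranked above other genes with a preset correlation (camera, adjusted p = 8.73e-06) and not with an estimated one (adjusted p = 0.0704 with an estimated correlation).

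**Figure D1:**
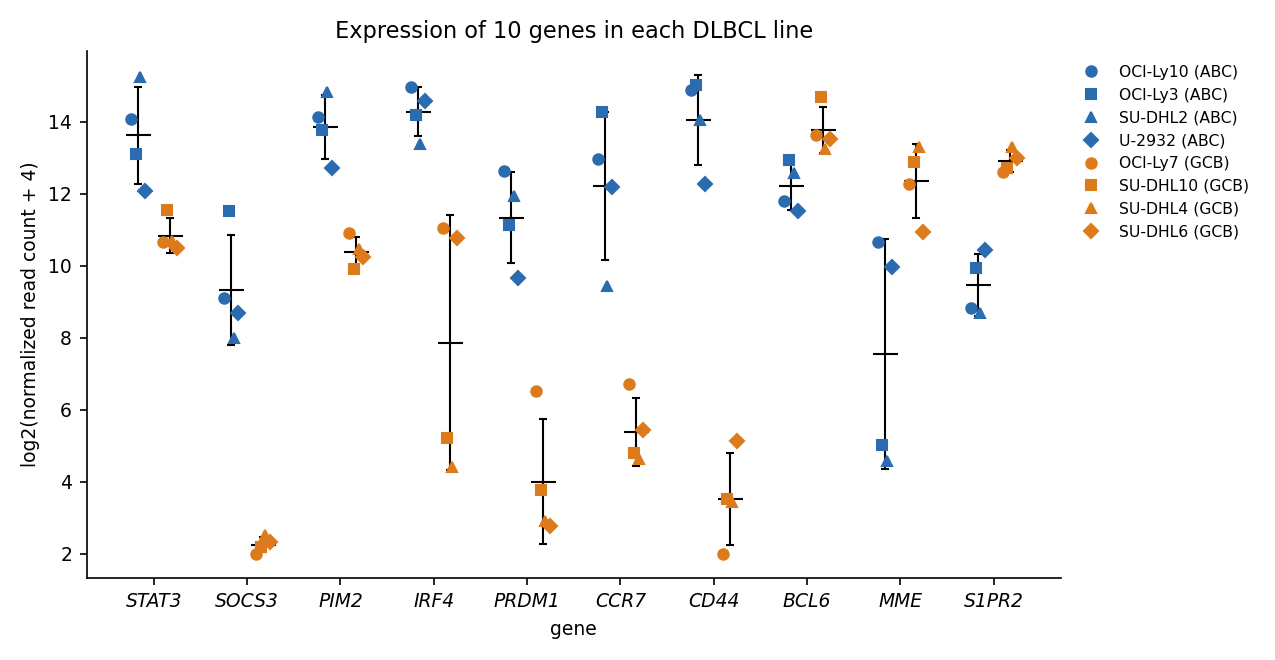
Normalized read counts of 10 genes in each line, on a log2(value + 4) scale, with ABC lines in blue and GCB lines in orange; the horizontal bars are subtype means on that scale and the whiskers 1 SD (n = 4). The 4 ABC lines lie above the 4 GCB lines for STAT3, SOCS3, PIM2, IRF4, PRDM1, CCR7 and CD44, and below them for BCL6, MME and S1PR2.

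Over the whole transcriptome, most of the genes that separated the subtypes were higher in ABC. Of 15007 genes tested, 164 changed with limma (adjusted p under 0.05), 138 of them (84.1%) higher in ABC and 26 higher in GCB. In all 164, each line of one subtype lay above each line of the other. The genes were called for their gap between these same lines, so this separation follows in part from the calling. Among all tested genes 1278 (8.5%) were separated in this way, against 2.86% given by chance. Among the largest ABC differences, CD44, the hyaluronan receptor (chromosome 11, 35160429 to 35253949), averaged 21195.8 ± 12889.7 (SD, n = 4) in ABC and 11.4 ± 13.7 (SD, n = 4) in GCB, with a log2 fold change of 10.53 ± 0.78 (SE). GLUL, which encodes glutamine synthetase (chromosome 1, 182347233 to 182361341), averaged 3555.5 ± 841.5 (SD, n = 4) against 2.6 ± 2.9 (SD, n = 4), with the smallest adjusted p of all genes (limma, 0.00019). MET, the hepatocyte growth factor receptor, averaged 7391.9 ± 11554.0 (SD, n = 4) in ABC, with 24628.05 in SU-DHL2, and 5.5 ± 7.5 (SD, n = 4) in GCB. IL2RB, a chain of the interleukin-2 and interleukin-15 receptors (chromosome 22, 37514706 to 37571158), was 938.2-fold higher in ABC (limma adjusted p = 0.00673). The GCB lines together held only 4 reads of it, so this ratio is imprecise. KIAA1217 had 3 reads and CAV1, the structural protein of caveolae, 1 read over the GCB lines, so that their ratios of 2543 and 5327 carried 95% counting intervals of 1020 to 14450 and 989.0 to 217700. MNDA, a nuclear protein of myeloid cells, ANXA2 with its processed pseudogene ANXA2P2, and AHNAK completed the 10 largest separated ABC genes. Reads of ANXA2 and ANXA2P2 cannot be told apart with confidence, since the pseudogene copies the messenger RNA, and their means of 3302.7 and 3060.1 normalized counts in ABC are uncertain. MET lost its call without OCI-Ly10 (0.0509) or SU-DHL4 (0.0545), and AHNAK without OCI-Ly10 (0.0772), OCI-Ly3 (0.05003), OCI-Ly7 (0.0539), SU-DHL10 (0.0821) or SU-DHL4 (0.0833).

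Genes higher in GCB showed smaller folds. ANK3, the membrane adaptor ankyrin-G, averaged 1472.1 ± 983.1 (SD, n = 4) in GCB and 20.47 ± 11.7 (SD, n = 4) in ABC, a 71.9-fold difference (limma adjusted p = 0.0306). TTC9 was 26.8-fold higher in GCB, at 2524.9 ± 925.1 (SD, n = 4) against 94.4 ± 62.3 (SD, n = 4). NRGN, a calmodulin-binding protein, and HEMGN, a nuclear protein of blood progenitors, had log2 fold changes of -4.52 ± 0.86 and -4.35 ± 0.81 (SE). DIP2C, PCDHGC3, PTAFR (the platelet-activating factor receptor), ESPNL, CRHBP and NLRC3 followed, with log2 fold changes between -4.07 and -3.71. TTC9 lost its call without SU-DHL4 (0.0519), and the other 9 of these genes lost theirs without SU-DHL10 (at most 0.118), without SU-DHL4 (at most 0.128) and without several further lines. PCDHGC3 shares exons with the other gamma-protocadherin genes and is therefore uncertain. Of the called genes, 56 of those higher in ABC averaged under 5 normalized counts in GCB, a count of 22 without SU-DHL4, 24 without SU-DHL10 and 26 without OCI-Ly10. None of those higher in GCB averaged under 5 in ABC with limma or edgeR, against 9 with DESeq2 (3 without SU-DHL10, 6 without SU-DHL4 and 16 without OCI-Ly3) and 11 at an unadjusted limma p under 0.05. The count of changed genes depended on the test, with 21 genes for edgeR and 1143 for DESeq2, and on the lines, with 46 genes without SU-DHL4, 51 without OCI-Ly10, 53 without SU-DHL10 and 90 without OCI-Ly3. With only the RPMI lines, which leaves SU-DHL2 and U-2932 against the 4 GCB lines, 41 genes changed. Of the 37 called genes named in this text, 16 passed with every line left out, among them CD44, GLUL, IL2RB, PIM2, PRDM1, S1PR2 and SOCS3.

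**Figure D2:**
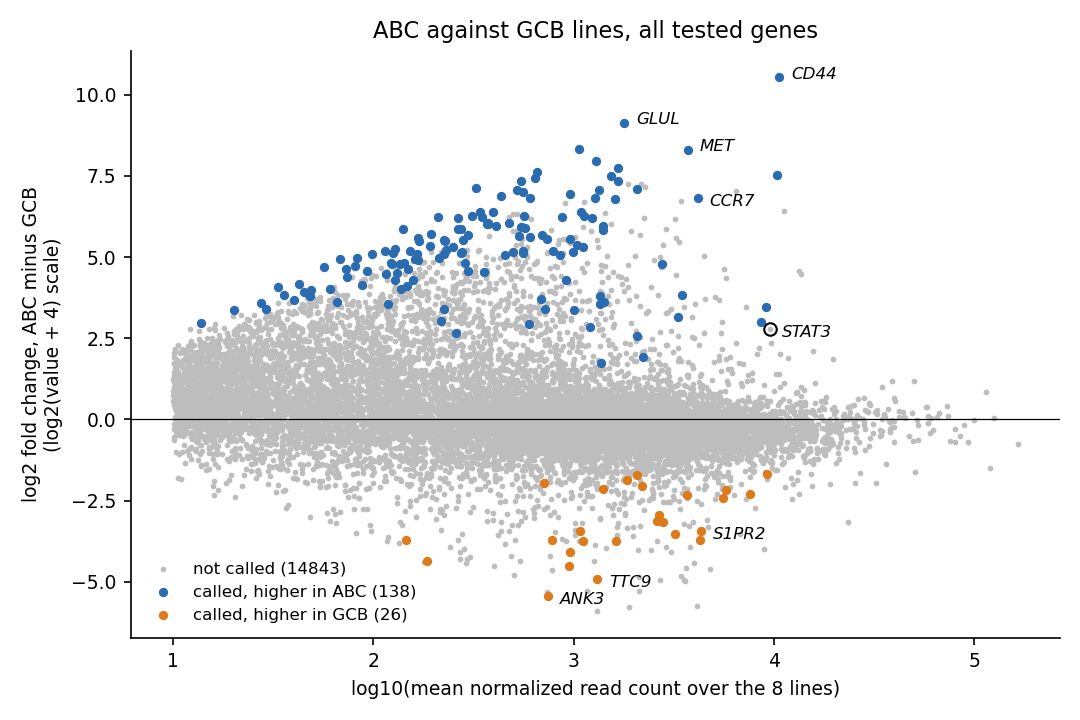
Log2 fold change of each of the 15007 tested genes (ABC minus GCB, on the log2(value + 4) scale) against the log10 of its mean normalized read count over the 8 lines. The 138 genes called higher in ABC are blue, the 26 called higher in GCB are orange and the open circle marks STAT3.

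The genes on the study's ABC and GCB signature lists pointed in their named direction, although only CFLAR passed over all genes with limma. The authors' deposited table gives each of them an FDR under 0.05. IRF4, a transcription factor of activated B cells and plasma cells, averaged 21475.3 ± 9059.3 (SD, n = 4) in ABC and 976.0 ± 1107.6 (SD, n = 4) in GCB, with a log2 fold change of 6.42 ± 1.43 (SE) and an adjusted p of 0.0785 from limma. CFLAR, an inhibitor of caspase-8 activation, rose 14.0-fold (limma adjusted p = 0.0408). IRF4 passed without OCI-Ly7 (0.0416), as did MAPK10 (0.0177), while CFLAR lost its call without any line but U-2932 and OCI-Ly7 (at most 0.114, without SU-DHL10). Of the 6 ABC signature genes (BCL2, CCND2, CFLAR, FOXP1, IRF4 and NFKBIZ), 1 rose over all genes with limma, 0 with edgeR and 5 with DESeq2. All 6 had a positive log2 fold change, and 4 rose adjusted over the list alone. Of the 4 GCB signature genes (BCL6, MAPK10, MME and MYBL1), none passed over all genes with limma or edgeR, while 3 passed with DESeq2, 4 at an unadjusted p under 0.05, and all 4 were higher in GCB adjusted over the list alone. BCL6, the repressor that maintains the germinal center state (chromosome 3, 187439165 to 187463513), averaged 15105.7 ± 7617.3 (SD, n = 4) in GCB and 5124.2 ± 2298.0 (SD, n = 4) in ABC. MME, which encodes the surface protease CD10 (chromosome 3, 154741913 to 154901493), averaged 6163.6 ± 3504.8 (SD, n = 4) in GCB and 663.2 ± 781.1 (SD, n = 4) in ABC. Of the 28 genes on a list of further genes from the study, which holds 1 gene in error, 7 rose over all genes (CCR7, IL10, IL12A, IL2RB, PIM2, PRDM1 and SOCS3) and none fell, while 21 rose, the gene in error among them, and 5 fell adjusted over the list alone. Both lists large enough for the set test kept their call with an estimated correlation (adjusted p = 0.0363 each). The study chose these lists on these samples, so neither their set tests nor their counts are independent evidence of direction. Several of their genes also stand on other lists here, so the counts and set tests of those lists are not fully independent either. The gene listed as MUM1 averaged 1130.4 ± 286.9 (SD, n = 4) in ABC and 1565.1 ± 755.1 (SD, n = 4) in GCB, which did not pass (limma adjusted p = 0.773). In pathology MUM1 is a name for the IRF4 protein, whereas the gene symbol MUM1 belongs to another locus.

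Germinal center genes were lower in ABC as a group with either correlation, and plasma cell genes were higher with the preset correlation only. S1PR2, the receptor that confines B cells to the germinal center (chromosome 19, 10332109 to 10342007), averaged 808.8 ± 471.4 (SD, n = 4) in ABC and 7793.9 ± 1721.2 (SD, n = 4) in GCB, 9.64-fold lower in ABC (limma adjusted p = 0.00839). PRDM1, the regulator that commits B cells to plasma cells (chromosome 6, 106441338 to 106557814), averaged 3314.2 ± 2363.4 (SD, n = 4) in ABC and 26.1 ± 41.5 (SD, n = 4) in GCB, 126.9-fold higher (limma adjusted p = 0.00862). XBP1, a driver of secretory expansion, was 6.25-fold higher at 3577.4 ± 1623.2 (SD, n = 4) against 572.9 ± 132.2 (SD, n = 4). Of 30 germinal center genes, 1 fell (S1PR2) and none rose over all genes, 27 had a negative log2 fold change, and adjusted over the list alone 15 fell, P2RY8, CD27 and STAP1 among them. TCL1A, a coactivator of the AKT kinase, went the other way, with a log2 fold change of 1.96 ± 0.71 (SE), and rose only when adjusted over the list alone. The germinal center list passed with either correlation (camera adjusted p = 8.53e-11, and adjusted p = 0.0363 with an estimated correlation). The GCB label itself refers to germinal center B cells, so this direction is not independent of the labels. Of 21 plasma cell genes, 4 rose over all genes (CAV1, PRDM1, SLAMF7 and XBP1) and 9 adjusted over the list alone, and the list passed with the preset correlation (adjusted p = 3.00e-06) but missed it narrowly otherwise (adjusted p = 0.0671 with an estimated correlation). Of 20 B-cell lineage genes, SPI1, which encodes the transcription factor PU.1, fell from 3147.5 ± 521.5 (SD, n = 4) in GCB to 972.5 ± 205.2 (SD, n = 4) in ABC (limma adjusted p = 0.0335). XBP1 lost its call without OCI-Ly10 (0.0588), SU-DHL10 (0.0535) or SU-DHL4 (0.0664), SLAMF7 without any line but SU-DHL2 (at most 0.104, without OCI-Ly10) and SPI1 without any but OCI-Ly3 (at most 0.0982, without SU-DHL4), while CD27 passed without U-2932 (0.0323). The lineage list did not pass (camera adjusted p = 0.293, and 0.00344 to 0.912 over the alternatives), although without OCI-Ly3 it was lower in ABC (adjusted p = 0.043), and its direction turned under quantile normalization. None of 33 B-cell receptor signaling genes passed over all genes with limma or edgeR, against 8 at an unadjusted p under 0.05 and 4 with DESeq2. Adjusted over the list alone 1 of them was higher and 3 were lower in ABC, the inhibitory receptor CD22 and FCRL1 among the lower ones. The receptor list was lower in ABC with the preset correlation only (adjusted p = 0.0244, and adjusted p = 0.23 with an estimated correlation), and not without SU-DHL2 (0.0838) or SU-DHL4 (0.146), within a range of 0.00113 to 0.411 over the alternatives.

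Lists of inflammatory and cytokine signaling genes ranked higher in ABC with a preset correlation and not with an estimated one, and few of their members were called. CCR7, the receptor that guides lymphocytes to lymph nodes (chromosome 17, 38710021 to 38721724), averaged 8252.0 ± 8167.6 (SD, n = 4) in ABC and 46.3 ± 37.5 (SD, n = 4) in GCB, 178.2-fold higher (limma adjusted p = 0.0119). IL12A, a subunit of interleukin-12 and interleukin-35, averaged 281.0 ± 173.1 (SD, n = 4) in ABC and had no read in any GCB line, which makes it at least 395.5-fold higher against a floor of 3 reads over the subtype (limma adjusted p = 0.00839). IL10, an anti-inflammatory cytokine that signals through STAT3, was 222.6-fold higher (limma adjusted p = 0.0408), and IL15RA 73.2-fold higher (limma adjusted p = 0.00862). CCR7 lost its call without OCI-Ly10 (0.0504) or SU-DHL4 (0.0524), and IL10 without any line but SU-DHL2 and U-2932 (at most 0.112, without SU-DHL10). Of 28 NF-kB targets, 2 rose over all genes (CCR7 and CFLAR), 25 had a positive log2 fold change, and 9 rose and 1 fell adjusted over the list alone, the last being REL, a subunit of NF-kB, at 2400.4 ± 580.0 (SD, n = 4) in ABC against 5095.1 ± 1295.0 (SD, n = 4) in GCB. BCL2A1, an apoptosis inhibitor on the same list, was 21.6-fold higher with an adjusted p of 0.0896 from limma. Of 32 interferon-stimulated genes, 2 rose over all genes (IFIT5 and SAMD9L), none fell, and 4 rose adjusted over the list alone, although SAMD9L lost its call without any line but U-2932 and OCI-Ly7 (at most 0.115, without SU-DHL4). Of 20 chemokines and receptors, 1 rose (CCR7) and 6 did so adjusted over the list alone. CXCL10, an interferon-induced chemokine, ranged from 11.02 to 5948.86 over the ABC lines against 1 read over the GCB lines and did not pass (limma adjusted p = 0.186), nor did CXCR5, the receptor for entry into B-cell follicles (6.83-fold higher, limma adjusted p = 0.0942). Of 32 interleukins and receptors, 4 rose (IL10, IL12A, IL15RA and IL2RB), none fell, and 10 rose adjusted over the list alone. The study had named several of the genes that rose on the same samples. These were CCR7, CFLAR, IRF4, BCL2A1, IL6 and NFKBIZ among NF-kB targets, and CCR7 and CXCR5 among chemokines and receptors. Among interleukins and receptors they were IL2RB, IL12A, IL10, IL10RA, IL2RA and IL6. All 4 lists ranked above other genes with the preset correlation, with adjusted p of 3.87e-07 (NF-kB), 0.00109 (interferon), 2.60e-06 (chemokines) and 1.74e-05 (interleukins). With an estimated correlation none did, at adjusted p = 0.0527, 0.154, 0.0679 and 0.115 in the same order, and with only the RPMI lines the interferon list also missed it (0.11, within 0.000143 to 0.154 over the alternatives).

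With the preset correlation, growth factor, adhesion and histone lists also ranked higher in ABC, whereas the cell cycle and MHC class II lists ranked lower. All 5 lost that call with an estimated correlation, and the cell cycle difference was smaller without OCI-Ly3. MET rose among 21 genes of growth factors, angiogenesis and hypoxia, and 8 rose adjusted over the list alone, among them FLT1, a receptor for vascular endothelial growth factor, and ARNT2. Of these 8 the study had named ARNT2, FGF2, PDGFA, PDGFRB and TGFA on the same samples, so this count is not independent evidence. ARNT2, a partner of hypoxia-inducible factors, averaged 386.1 ± 498.3 (SD, n = 4) in ABC and had no read in GCB, at least 543.5-fold higher against the same floor, but did not pass over all genes (limma adjusted p = 0.0952). CD44 rose among 31 adhesion and migration genes, with CD9 joining it adjusted over the list alone. FLT1 and CD9 passed over all genes without SU-DHL2 (0.0228 and 0.0182), and ARNT2 without U-2932 (0.0158). The growth factor and adhesion lists passed with the preset correlation (adjusted p = 1.66e-05 and 0.0112), but not otherwise (adjusted p = 0.0527 and 0.0704 with an estimated correlation), and the adhesion list was also lost with only the RPMI lines (0.0689, within 0.000672 to 0.0704 over the alternatives). Of 51 replication-dependent histone genes, whose transcripts mostly lack poly(A) tails, 1 rose over all genes and 3 adjusted over the list alone. HIST1H2BK averaged 2493.1 ± 315.5 (SD, n = 4) in ABC and 211.2 ± 49.5 (SD, n = 4) in GCB (limma adjusted p = 0.00273). The histone list passed with the preset correlation (adjusted p = 5.25e-06), not with an estimated one (adjusted p = 0.323 with an estimated correlation), nor after quantile normalization (0.483), with 1.88e-07 to 0.483 over the alternatives. Of 30 cell cycle genes none passed with limma, edgeR or DESeq2, 2 did at an unadjusted p under 0.05, and 27 had a negative log2 fold change. Their summed value was 65828.4 normalized counts in OCI-Ly3 and 202801.1 to 309694.6 in the other 7 lines, and their median log2 fold change of -1.16 became -0.34 without OCI-Ly3, where the list still passed with the preset correlation (adjusted p = 0.0084, within 8.11e-09 to 0.37 over the alternatives). The cell cycle list was lower in ABC with the preset correlation (adjusted p = 2.97e-06) and not otherwise (adjusted p = 0.37 with an estimated correlation). All 13 MHC class II genes had a negative log2 fold change, none passed with limma or edgeR, 1 did with DESeq2 and 2 at an unadjusted p under 0.05. Their summed value was 8093.9 in SU-DHL2 and 103531.1 or more in each other line. Reads of the HLA genes are uncertain because these genes resemble each other closely. The class II list was lower in ABC with the preset correlation (adjusted p = 0.00015) but not otherwise (adjusted p = 0.37 with an estimated correlation) and not without SU-DHL2 (0.0772), with 2.08e-08 to 0.37 over the alternatives.

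Several lists differed little between the subtypes, and markers of other cell types varied most between single lines. None of 18 BCL2 family genes passed over all genes with limma or edgeR, 3 did with DESeq2 and 6 at an unadjusted p under 0.05, and BCL2A1 alone rose adjusted over the list alone. That list was higher in ABC with the preset correlation (adjusted p = 0.0244), not with an estimated one (adjusted p = 0.0946 with an estimated correlation), and lost the call without OCI-Ly3 (0.0686), U-2932 (0.0577), SU-DHL10 (0.125) or SU-DHL4 (0.0532), within 0.00297 to 0.127 over the alternatives. The 78 oxidative phosphorylation genes had a median log2 fold change of -0.14 and were lower in ABC with the preset correlation (adjusted p = 0.0244), a direction that turned under quantile normalization. That call was lost with an estimated correlation (adjusted p = 0.585 with an estimated correlation), with upper quartile scaling (0.0699), and without OCI-Ly3 (0.98), OCI-Ly7 (0.0777) or SU-DHL4 (0.113), within 0.000721 to 0.98 over the alternatives. Ribosomal protein genes (79 tested, adjusted p = 0.92) and MHC class I genes (15 tested, adjusted p = 0.816) did not pass, although the ribosomal list was lower in ABC without OCI-Ly3 (0.00074) and higher without SU-DHL2 (0.00017), with 1.72e-05 to 0.986 over the alternatives. The ribosomal direction also turned with TMM scaling. Among markers of other cells, T and NK cell genes (12 tested, adjusted p = 0.565) and myeloid genes (6 tested, adjusted p = 0.293) did not pass, and both turned direction under quantile normalization. T and NK cell markers summed to 2255.9 normalized counts in OCI-Ly7, 1691.8 in OCI-Ly10 and 183.8 to 789.5 in the other lines. Myeloid markers summed to 5009.6 normalized counts in OCI-Ly3 and 223.6 to 479.6 in the other lines. Epithelial and stromal markers (9 tested) were higher in ABC with the preset correlation (adjusted p = 0.00894, and adjusted p = 0.0941 with an estimated correlation), with sums of 5139.4 in OCI-Ly3, 2462.0 in SU-DHL4 and 184.8 to 1442.4 elsewhere. KRT5, a basal keratin, reached 1496.38 in OCI-Ly3 and EPCAM, an epithelial adhesion protein, 1045.19 in SU-DHL2, with no read of either in GCB. Of the 26 lists fixed for testing, 24 had enough tested members, 18 passed with the preset correlation (13 higher and 5 lower in ABC) and 3 with an estimated one, of which only the germinal center list was not chosen by the study on these samples. That list is not independent either, since it shares BCL6, MME and MYBL1 with the study's GCB signature. The GCB subtype is also named for its likeness to germinal center B cells. With the preset correlation, every other split of the lines into 4 and 4 also passed lists, from 3 to 18. No median changed when genes without reads in a subtype were set to their bounds.

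**Figure D3:**
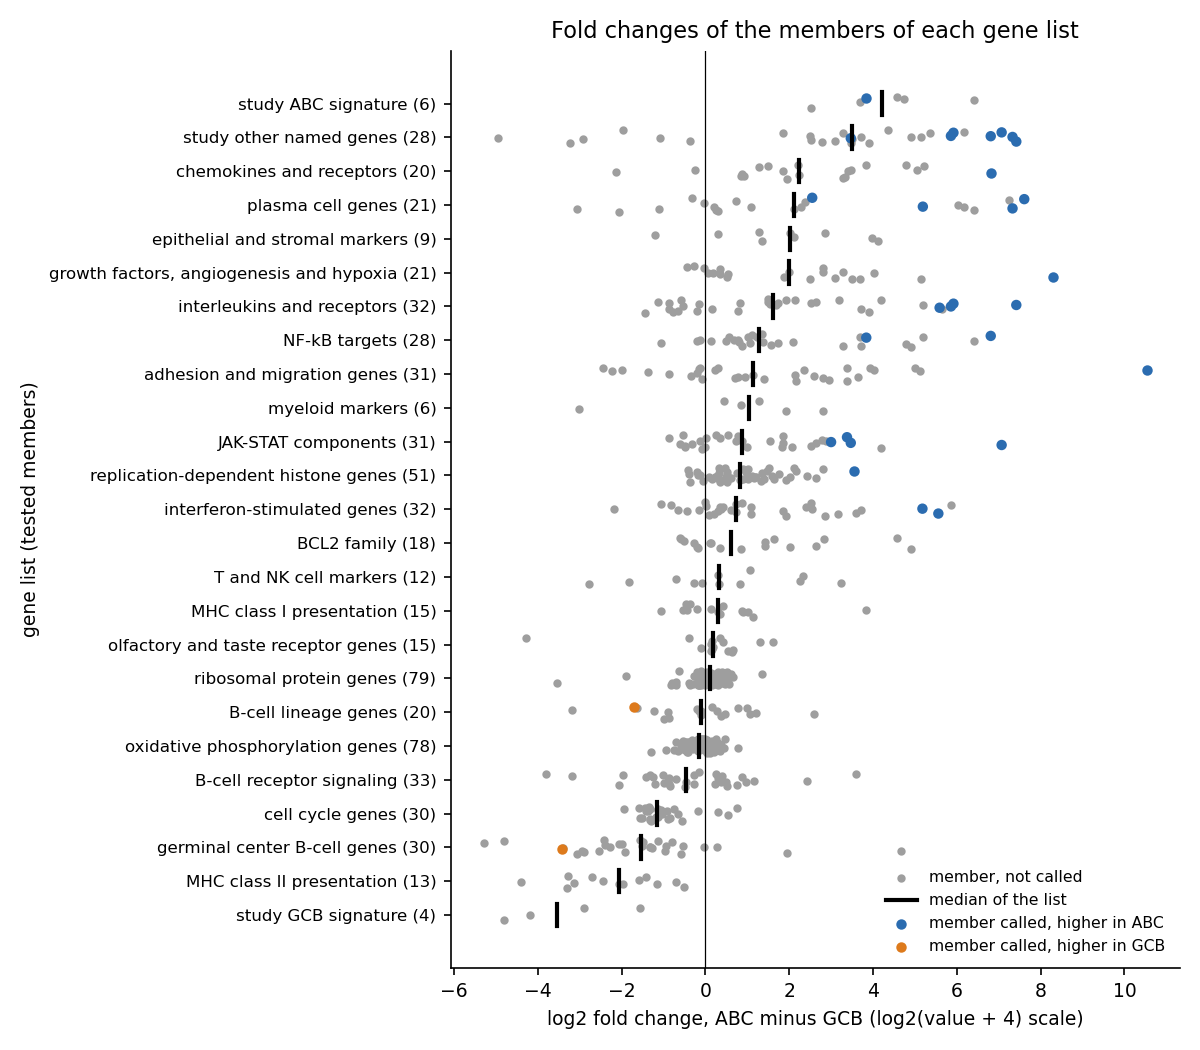
Log2 fold changes (ABC minus GCB, on the log2(value + 4) scale) of the tested members of each list, 1 point per gene, with the number of tested members in brackets and the median as a black bar. Members called higher in ABC are blue and those called higher in GCB orange; the germinal center and MHC class II lists lie mostly to the left of 0 and the chemokine and plasma cell lists mostly to the right.

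On average the lines resembled others of their own subtype more than those of the other subtype. Over 15007 genes the mean Pearson correlation of log2 values was 0.85 within subtypes and 0.807 between them, a difference of 0.0427 that was the largest of all 35 splits of the lines (exact one-sided permutation p = 0.0286, the smallest possible). U-2932 was an exception, with correlations of 0.785 to 0.864 with the other ABC lines and 0.824 to 0.858 with the GCB lines. OCI-Ly3 was the line least like the rest, with a mean correlation of 0.765 with the other lines, against 0.813 to 0.847 for the others. With any 1 GCB line left out, a second split tied or exceeded the real one (exact one-sided permutation p = 0.0571), although the difference stayed positive.

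More genes were detected in ABC lines. The number of genes with at least 5 normalized counts was 15598.2 ± 1588.5 (SD, n = 4) in ABC and 13780.8 ± 318.2 (SD, n = 4) in GCB, a difference of 1817.5 (exact two-sided permutation p = 0.0286, the smallest that 70 arrangements allow). OCI-Ly3 had 17958, while the other ABC lines had 14504 to 15006 and the GCB lines 13422 to 14153, so that without OCI-Ly3 the difference was 1030.9 (exact two-sided permutation p = 0.0286). Without any 1 GCB line it lay between 1697.9 and 1941.6 (exact two-sided permutation p = 0.0571). With all lines thinned to 15231005 reads the difference was 1942.8. Olfactory and taste receptor genes, which B cells should not use, summed to 2266.7 normalized counts in OCI-Ly3 and 2068.0 in SU-DHL4, where OR13A1 alone made up 65.3%, and to 410.9 to 674.8 in the other lines. After thinning, 265 of these 413 genes had a read in OCI-Ly3, against 37 to 69 in each other line. Keratin-associated protein and beta-defensin genes, of skin and epithelia, summed to 370.2 in OCI-Ly3 and 4.0 to 65.1 elsewhere. Only 15 of the receptor genes and 1 of the keratin-associated and defensin genes were abundant enough to test, and the receptor list did not pass (adjusted p = 0.816). It was higher in ABC with no filter on low values (0.00674) and lower after quantile normalization (0.0101), with 0.00674 to 0.94 over the alternatives.

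**Figure D4:**
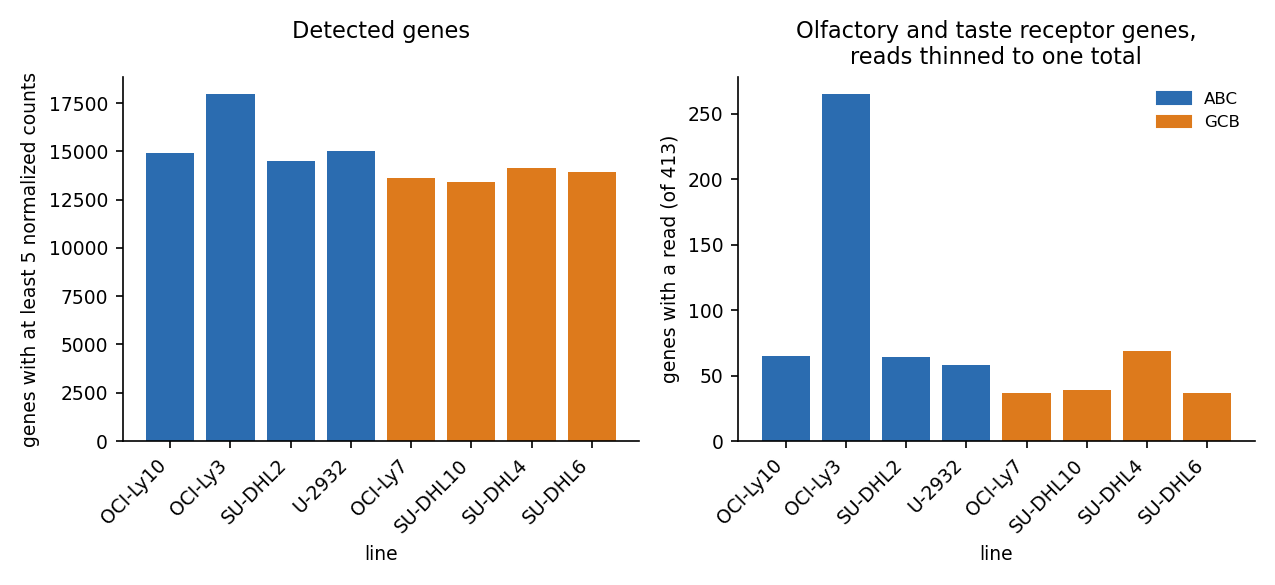
Left, the number of genes with at least 5 normalized counts in each line, from 13422 in SU-DHL10 to 17958 in OCI-Ly3. Right, how many of 413 olfactory and taste receptor genes had a read in each line after all lines were thinned to one total; bars are single lines, blue for ABC and orange for GCB.

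The last comparison asked how far the lines of a subtype moved together in the genes that the authors' test called. The authors' deposited table gives 1545 genes an FDR under 0.05, with 1251 of them higher in ABC. All 4 lines of one subtype lay above all 4 of the other in 616 of these 1545 genes from the authors' deposited table (39.9%, 95% Wilson interval 37.5 to 42.3), against 7.4% of the 20992 genes with a p-value and 2.86% given by chance. The genes were called on these same lines, so a share above these rates follows from the calling and is not separate evidence. Among the genes higher in ABC in the authors' deposited table, 493 of 1251 (39.4%, 36.7 to 42.1) had at least 75% of the ABC sum in 1 line, most often OCI-Ly3 (230 of the 493). Among those higher in GCB in the authors' deposited table the count was 75 of 294 (25.5%, 20.9 to 30.8), with SU-DHL10 the line in 52. No such share over all genes is given here for comparison. The Wilson intervals treat genes as independent draws, although all were measured in the same lines. They do not cover the spread between lines. The most abundant genes carried in this way were LMAN1, a cargo receptor of the secretory pathway, with 118508.7 normalized counts in U-2932 (84.0% of the ABC sum), HLA-B in OCI-Ly3 (67439.8, 75.1%), AHNAK in OCI-Ly3 (65940.0, 80.3%), SEC11C, a subunit of the signal peptidase, in U-2932 (51872.9, 76.5%), and the pseudogene NAPSB in OCI-Ly10 (41672.0, 75.8%). The HLA-B count is uncertain because class I genes share reads. A gene carried by 1 line can still separate the subtypes. AHNAK had 1242.8 to 12217.8 in the other ABC lines and at most 215.1 in GCB, and LMAN1 was separated too. HLA-B, SEC11C and NAPSB overlapped between the subtypes. Of the 164 genes called here, 156 were also called in the authors' deposited table, all in the same direction.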

Values the study reported

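The study reported 1545 genes that differed between the subtypes at an FDR below 0.05. It counted 1251 of these (81%) as higher in the ABC lines and 294 (19%) as higher in the GCB lines. Of the ABC genes, 765 had fewer than 5 read counts in the GCB lines, and 21 of the GCB genes were described as unique to that subtype. For MUM1 it gave an FDR of 0.92. By immunoblotting, total STAT3 protein was reported to be 7.2-fold higher in ABC lines and its phosphorylated form 56-fold higher.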

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

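Tests chosen after the results were seen were that of detected genes without OCI-Ly3, the count of receptor genes with a read in each line, the level of the genes that OCI-Ly3 carries against its receptor genes, and that of medium on lines held out.

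More genes were detected in ABC lines, and OCI-Ly3 had 17958 of them, far from the 14504 to 15006 of the other ABC lines. Depth does not account for it, since after thinning to one total OCI-Ly3 still lay 3944 genes above the highest GCB line. A candidate explanation for OCI-Ly3 is a low level of background reads over all genes, as over genes silent in at least 5 of the other 7 lines its reads rose with exon length (Spearman rho of 0.594 across genes, which are not independent replicates). The sum over olfactory and taste receptor genes was only 1.1 times that of the next line, SU-DHL4, which the bound set beforehand took to exclude background, but that bound was wrong because OR13A1 alone gave 65.3% of the SU-DHL4 sum, and 265 of the 413 genes had a read in OCI-Ly3 after thinning and at most 69 elsewhere. Background in OCI-Ly3 leaves the difference of 1030.9 genes among the other lines unexplained, and a difference between the subtypes themselves stays open, untested.

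Of the ABC genes in the authors' deposited table, 39.4% were carried by 1 line. OCI-Ly3 carried 46.7% of these (95% Wilson interval 42.3 to 51.1), between the share that background reads in that line would need and the share that would exclude them. Of the 230 genes that OCI-Ly3 carried, 47 (20.4%) lay above the highest of its olfactory and taste receptor genes per kb of exon (352.2 normalized counts), AHNAK (3387.4) and HLA-B (14587.9) among them, which argues against background as their source. For 169 others background and expression particular to that line cannot be told apart, because both place the reads in the same line, and 14 without an annotated exon length were not compared. The bound is strict, being the highest of 410 receptor genes whose median was 1.14 normalized counts per kb. TAS2R5, the receptor gene with the most counts in OCI-Ly3 (405.41), also had 9.02 to 47.19 in the other lines. Lying under the bound is therefore no evidence of background. Background in OCI-Ly3 does not account for the genes carried by SU-DHL2 (98), OCI-Ly10 (99) and U-2932 (66), for which no explanation was tested.

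The 164 genes called between the subtypes were set against chance and against culture medium, which only OCI-Ly3 and OCI-Ly10 share as IMDM lines. The source of the lines, which nearly coincides with subtype, was not tested and stays open. Of the 35 splits of the lines only 1, the real one, gave as many genes (7 in the highest other). The same held for the 56 genes with under 5 normalized counts in GCB (6 in the highest other). Both counts argue against chance, but 1 of 35 is the smallest share these splits allow, so chance is not excluded. Nor can chance be excluded for the 18 lists, since 2 of the 35 splits gave as many, the other one pairing OCI-Ly10, OCI-Ly3 and U-2932 with SU-DHL4, also with 18 lists. Every other split passed between 3 and 18 lists with the preset correlation, many of them with 0 genes called. A list that passed with the preset correlation is therefore not by itself evidence of a difference between the subtypes. The ratio of the median signed log2 difference from GCB between RPMI and IMDM ABC lines, 0.952, decides nothing on medium, since the genes were called on all 4 ABC lines and each pair of these gave 0.902 to 1.108. Medium as the whole cause is argued against by 164 genes chosen in the IMDM lines and 2 GCB lines, whose median signed log2 difference in the lines held out, all in RPMI, was 2.72 (2.26 to 3.13 over the choices of GCB lines), 0.891 times that for mixed pairs of ABC lines, while a smaller effect of medium and the subtype itself stay open.

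In 10 of 150 groups of 4 lines 1 line stood apart from the others by more than Dixon's 95% critical value, and chance gives about 7.5. Apart from the detected genes, 5 of these groups hold no or few reads. In GCB these were SOCS2 at 0.61 normalized counts in SU-DHL10, MNDA at 5.87 and CAV1 at 0.98 in SU-DHL6, CXCL10 at 1.0 in OCI-Ly7 and CD9 at 1.74 in SU-DHL4, each with 0 in the other GCB lines. ANK3 stood at 128.3 in OCI-Ly7, against 1540.0 to 2480.9 in the other GCB lines. SLAMF7, a receptor of plasma cells, was at 3.01 in OCI-Ly7 and 39.4 to 46.9 in the other GCB lines. CXCR5 was at 6042 in OCI-Ly10 and 14303.5 to 15273.6 in the other ABC lines. FLT1 was at 20.45 in SU-DHL2 and 136.0 to 163.2 in the other ABC lines.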

How the results depend on the processing

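The fits of DESeq2 and edgeR without OCI-Ly3 were chosen after the data were seen. No paired analysis was possible because the line numbers only name samples and pair no ABC line with a GCB line. Called genes numbered 82 with no filter, 100 at a mean of at least 100, 81 with quantile normalization, 21 with edgeR, 1143 with DESeq2, 41 with RPMI lines only, and without OCI-Ly3 799 with DESeq2 and 12 with edgeR; they ran from 46 (without SU-DHL4) to 170 with each line left out, with 51 without OCI-Ly10, 53 without SU-DHL10 and 90 without OCI-Ly3. The share higher in ABC was 77.8% with quantile normalization, 76.8% with DESeq2, and without OCI-Ly3 65.7% with DESeq2 and 91.7% with edgeR, and 79.0% to 93.5% with each line left out. Called ABC genes low in GCB numbered 35 with a pseudocount of 16, 21 at a mean of at least 100, 28 with quantile normalization, 10 with edgeR, 413 with DESeq2, 21 with RPMI lines only, 236 and 4 with DESeq2 and edgeR without OCI-Ly3, and 17 at a mean under 1, and 22 (without SU-DHL4) to 84 (without U-2932) with each line left out, with 26 without OCI-Ly10 and 24 without SU-DHL10. The mirror count was 9 with DESeq2, 16 with DESeq2 without OCI-Ly3, and 0 with limma and each line left out, where DESeq2 gave 3 (without SU-DHL10) to 16. The STAT3 log2 fold change passed with DESeq2 (3.18, and 3.41 without OCI-Ly3) and ran from 2.24 to 3.30 with each line left out, passing without U-2932 alone; its other alternatives stayed on the same side. Lists past the threshold numbered 3 with an estimated correlation and 15 to 18 with each line left out. Similarity ran from 0.0299 to 0.0612 and detected genes from 1030.9 to 2182.2 with each line left out, and without any 1 GCB line neither passed. The share of the authors' calls with no overlap was 45.6% at an FDR under 0.01, 42.6% at a mean of at least 10 and 44.3% at 100. The share carried by 1 line was 77.3% at 50% of the sum, 22.8% at 90%, 35.5% and 26.6% at means of at least 10 and 100, and 48.4% to 56.8% with each ABC line left out, which leaves 3 lines to share the sum. Stricter filters and fewer lines act through fewer genes or samples; for the rest the cause was not tested. Directions turned, with these adjusted p, for MHC class I with no filter (0.702) and RPMI lines only (0.501), and without OCI-Ly3 or SU-DHL4 (0.3273 to 0.9379 over all left-out lines); for ribosomal genes with no filter (0.251), TMM (0.946), and RPMI lines only (1.72e-05), and without OCI-Ly3, U-2932, OCI-Ly7 or SU-DHL6 (0.0001699 to 0.811 over all left-out lines); with quantile normalization for B-cell lineage (0.912), myeloid (0.968), olfactory and taste receptor (0.0101), oxidative phosphorylation (0.638) and T and NK cell genes (0.505); with RPMI lines only for receptor (0.534), oxidative phosphorylation (0.527) and T and NK cell genes (0.886); and for receptor genes without OCI-Ly3, OCI-Ly7 or SU-DHL6 (0.494 to 0.8638 over all left-out lines). The NAPSB log2 fold change became -0.37 with RPMI lines only. Of 37 named genes that passed, 27 were lost with edgeR and 16 passed with every line left out. Upper quartile scaling moved the median log2 fold change of all genes to 0.121 and no filter to 0.163, from 0.029. Depth limits genes with few reads, most of all in U-2932, with 15231005 reads.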

Other observations

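LMAN1 and SEC11C, picked because 1 line carries them, were at 118508.7 and 51872.9 normalized counts in U-2932, while the other ABC lines had 5740.2 to 9915.5 of LMAN1 and 3518.5 to 6902.8 of SEC11C. LMAN1 also lay above each GCB line in every ABC line, the highest GCB line having 5320.92.

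Genes called between the subtypes numbered 164 here with limma, 21 with edgeR and 1143 with DESeq2. That is lower than the value quoted from the study above. The study's value covers 20992 genes, whereas 15007 with a mean of at least 10 were tested here. The filter does not account for the lower limma count, since with no filter limma called 82 of 20992 genes. Of the authors' calls, 186 were not tested here, and 1347 of the 1359 tested had the same sign. ABC genes called with under 5 normalized counts in GCB numbered 56 here with limma, 10 with edgeR, 413 with DESeq2 (236 without OCI-Ly3 and 275 without OCI-Ly10) and 463 at an unadjusted limma p under 0.05. That is also lower than the value quoted from the study above. The study's value includes genes that the filter on low values left out here, but with no filter the limma count fell to 39. Of the authors' 1251 ABC calls, 1065 had a mean of at least 10. GCB genes called with under 5 normalized counts in ABC numbered 0 with limma and edgeR, 9 with DESeq2 (3 without SU-DHL10 and 16 without OCI-Ly3) and 11 at an unadjusted p under 0.05. That too is lower than the value quoted from the study above.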
